A study of Homo sapiens with 9 samples. Its data were reported in "An Early Neoplasia Index (ENI10), Based on Molecular Identity of CD10 Cells and Associated Stemness Biomarkers, is a Predictor of Patient Outcome in Many Cancers" (2023).

How the data were processed

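Poly-A RNA of 9 cultures was sequenced in paired-end mode. The cultures were 3 of the parental human mammary epithelial line MCF10A (MCF10A-CT, called CT), 3 of MC26 and 3 of M1B26. MC26 was derived from unsorted MCF10A cells and M1B26 from MCF10A cells sorted for the BMP receptor BMPR1B, both under long exposure to BMP2 and IL6. Groups and replicate numbers were read from the sample titles. The deposited values were raw counts per gene symbol, for which the authors aligned reads to GRCh38 with STAR. The methods of the study also name Salmon on protein-coding genes, whereas the deposited counts were whole numbers and included non-coding genes, so the counting program, its strandedness and its treatment of reads with several alignments are not known. Arrays, patient cohorts, flow cytometry and functional assays of the study were not analysed here.

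Of the symbols in the count table, 29997 had at least 1 count in any library. A unique GENCODE v44 gene was found for 37430 symbols, 507 of them through an older symbol, and these held 99.26% of all counts. Positions, exonic lengths and GC content were taken from that annotation on GRCh38. Dates stood in place of 2 symbols, which were given no position. Reads of near-identical paralogs were split unevenly in some pairs (U2AF1 and U2AF1L5, SIK1 and SIK1B, AKR1C1 and AKR1C2), so single values of such genes are uncertain and none is named below. Total counts per library ranged from 21425118 to 80076597, so 1 count in the shallowest library stood for less than 0.1 in counts scaled to a library size of 1000000 (CPM). Detection was limited to 3 counts per library, and a fold change against a group at or under that floor was computed against the floor as a lower bound.

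Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes passing filterByExpr (minimum count 10) were kept, which left 15717 genes. Libraries were scaled by TMM, whose factors ran from 0.968 to 1.07. A quasi-likelihood model with the 3 groups as its only term was fitted to all 9 libraries, and MC26 against CT, M1B26 against CT and M1B26 against MC26 were tested with glmQLFTest. The p-values are 2-sided, and genes with a Benjamini-Hochberg adjusted p under 0.05 in a comparison were called changed. The standard error (SE) of a log2 fold change was computed as its absolute value divided by the square root of the F statistic. The biological coefficient of variation was 10.4%. CPM values used library sizes multiplied by the TMM factors.

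Genes named in the report came from a rule fixed before the data were examined. It held 23 genes named whatever their values (MME, which encodes CD10, receptors and targets of BMP and IL6, spindle checkpoint genes, MKI67, and CDKN2A, CDKN2B and MTAP as a check of the line). It added, for each comparison, the 3 genes with the highest and the 3 with the lowest log2 fold change among changed genes with an absolute log2 fold change of at least 1, a mean of at least 5 CPM and no overlap between the groups. That last rule was met by 522, 578 and 311 genes in the order of the comparisons above.

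The ENI10 signature (159 genes) and its subsets were scored per library by single-sample GSEA, written in Python 3.11.15 with a rank weight of 0.25 over genes with at least 1 count. On simulated libraries these scores correlated at 1.000 with those of gseapy 1.3.1. Group means of the scores were compared by 2-sided exact permutation tests, which with 3 libraries against 3 cannot go below a p of 0.1. Preranked GSEA (fgsea 1.28.0, multilevel) was run on 11 sets, with genes ranked by the sign of the fold change times the square root of F, and adjusted over the 33 set and comparison pairs. The sets were ENI10, its genes in enriched gene ontology terms (ENI10-GO), its spindle checkpoint genes (ENI10-SA), ENI10 without 25 G2/M genes, the S and G2/M lists of Seurat 5.3.0, oxidative phosphorylation (OXPHOS) subunits, and hand-written lists of interferon-stimulated, NF-kB, IL6/STAT3 and BMP/SMAD target genes. Preranked GSEA permutes genes and treats them as independent, so camera (limma 3.58.1) was run as an alternative. For each of 23 chromosomes the median log2 fold change of its tested genes was compared with those of 10000 random gene lists of the same size and expression.

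Alternatives were DESeq2 1.42.0, RLE factors, total counts without scaling factors, no filter, a mean of at least 50 counts, a fit of only the 6 libraries compared, the replicate number as a block, and leaving out each of the 9 libraries in turn. Others were an adjusted p under 0.01, glmTreat at 1.5-fold, ranking by log2 fold change, a score weight of 0.75, a score over filtered genes, a mean z-score, and an ENI10 score without the G2/M genes. Offsets for gene length and GC content, their combination with the block, and a score scaled by exonic length were added after the data were examined. The pairing of equal replicate numbers comes from the sample titles alone. It was checked by correlating, over genes, the deviations of libraries from their group means: equal numbers gave a mean r of 0.029 and unequal numbers -0.015. Between MC26 and M1B26 alone the means were 0.086 and -0.043, and in the pairings with CT they lay between -0.004 and 0.005. Deviations cancel out over the libraries of a line, so the mean for unequal numbers is largely fixed by that for equal numbers. Single pairs of equal numbers ran from -0.114 between CT and MC26 to 0.136 between MC26 and M1B26. As the mean over all pairings was low, the block was kept as an alternative, though a low mean does not exclude a pairing.

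The gene test was tested on simulated data with 200 changed genes among 15453. It called 148 of them in one comparison and 153 in another, with 6 unchanged genes called in each. In other simulated data 1 gene set was raised in M1B26 and so could be found in 2 comparisons. Preranked GSEA called it in both, with 1 of 31 other tests, while camera called it in both with no other test. The simulated genes varied independently. In the real sets camera found correlations between genes of up to 0.72 (ENI10-SA, M1B26 against MC26), so this simulation does not show how either method performs on them. A simulated shift of 1 chromosome was found with no other chromosome called.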

Results

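RNA counts were compared between untreated MCF10A cells and 2 lines transformed by BMP2 and IL6, with 3 cultures per line. Total counts were 67955450, 21425118 and 80076597 in CT replicates 1 to 3. They were 41267886, 38585395 and 42869494 in MC26 and 45715934, 43642934 and 55048760 in M1B26. Log2 CPM correlated over genes at 0.986 to 0.995 between libraries of the same line and at 0.951 to 0.975 between lines. The lines parted on the first principal components, and the MC26 libraries were the most spread. Between MC26 replicates 1 and 3, 124 of 10637 genes with a mean of at least 5 CPM differed at least 2-fold. In the other pairs of replicates of a line 2 to 31 genes did. Library preparation batches are not given in the labels, so a batch that followed the line could not be told apart from it. Whether the 3 libraries of a line came from cultures of the same cells or from separate clones is not given in the labels. Counts of CDKN2A and CDKN2B were 0 in every library, and MTAP had totals of 4, 6 and 10 counts in CT, MC26 and M1B26. These 3 genes lie on chromosome 9 between 21802636 and 22009305.

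**Figure D1:**
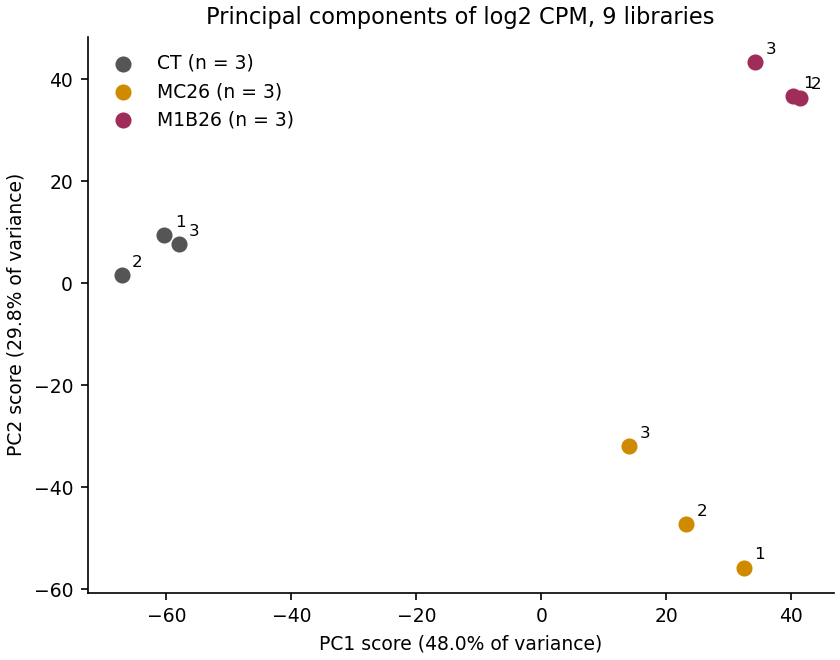
Scores of the 9 libraries on the first and second principal components of log2 CPM (points coloured by line, numbers are replicates). The axes carry 47.98% and 29.82% of the variance, and each line forms its own group of 3 points.

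The first comparison asked which genes differed between MC26 and the parental cells. By edgeR 6081 of 15717 genes changed, 2947 higher and 3134 lower in MC26. Of these 1696 changed at least 2-fold, 629 higher and 1067 lower. CPM did not overlap between the groups for 50.3% of genes, where chance gives 10%. The direction of the changes depended on the scaling: with total counts alone 35.8% of the changed genes were higher, against 48.5% with TMM. The count of changed genes moved most with an adjusted p under 0.01, to 3698. The largest increases under the naming rule were in POSTN, SAMD11 and SAMSN1. POSTN (chromosome 13, 37562583 to 37598844) rose from 0.103 ± 0.0403 to 35.5 ± 26.97 CPM (SD, n = 3), a log2 fold change of 8.47 (SE 0.85, adjusted p 2.75e-05 by edgeR). SAMD11 rose by 6.53 (SE 0.42, adjusted p 1.54e-06 by edgeR) and SAMSN1 by 6.21 (SE 0.36, adjusted p 8.75e-07 by edgeR). The largest decreases were in CAMK2B at -5.85 (SE 0.44, adjusted p 3.92e-06 by edgeR), CYP4X1 at -4.91 (SE 0.34, adjusted p 2.49e-06 by edgeR) and POGLUT3. POGLUT3 (chromosome 11, 108472112 to 108498405) fell from 28.5 ± 2.28 to 0.946 ± 0.138 CPM (SD, n = 3), a log2 fold change of -4.90 (SE 0.13, adjusted p 2.93e-09 by edgeR).

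The second comparison asked the same of M1B26. By edgeR 7688 genes differed from CT, 3959 higher and 3729 lower, and 1843 did so at least 2-fold (946 higher, 897 lower). Groups did not overlap for 59.01% of genes. With total counts alone 39.6% of the changed genes were higher, against 51.5% with TMM. SAMSN1 (chromosome 21, 14485228 to 14658821) rose from 0.140 ± 0.0377 to 69.3 ± 6.86 CPM (SD, n = 3), a log2 fold change of 9.01 (SE 0.34, adjusted p 3.31e-08 by edgeR). CHRNA9 followed at 6.10 (SE 0.15, adjusted p 1.51e-09 by edgeR) and LCP1 at 4.38 (SE 0.09, adjusted p 6.18e-10 by edgeR). ADD2 (chromosome 2, 70607618 to 70768225) had 0 counts in every M1B26 library against 32.9 ± 0.784 CPM in CT (SD, n = 3), and was at least 509-fold lower (adjusted p 3.18e-09 by edgeR). MAP1B changed by -5.78 (SE 0.33, adjusted p 4.82e-07 by edgeR) and ETNK2 by -4.34 (SE 0.29, adjusted p 1.25e-06 by edgeR).

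The third comparison asked how the 2 transformed lines differed. By edgeR 6215 genes changed between M1B26 and MC26, 3328 higher and 2887 lower in M1B26, and 1284 did so at least 2-fold (931 higher, 353 lower). Groups did not overlap for 53.5% of genes. POGLUT3 was higher in M1B26 by 4.85 (SE 0.13, adjusted p 4.90e-09 by edgeR), with 27.3 ± 2.495 CPM in M1B26 (SD, n = 3). SRGN was higher by 4.35 (SE 0.20, adjusted p 3.06e-07 by edgeR) and GLDC by 3.50 (SE 0.18, adjusted p 5.86e-07 by edgeR). ADD2 was at least 573-fold lower in M1B26 than in MC26. MAP1B differed by -6.24 (SE 0.33, adjusted p 6.72e-07 by edgeR) and POSTN by -5.37 (SE 0.64, adjusted p 1.20e-04 by edgeR).

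The lines were described as steps of a progressive transformation, so changes were compared across them. Of the 6081 genes changed in MC26, 3575 (58.8%) changed in the same direction in M1B26, 1748 higher and 1827 lower, and 313 changed in the opposite direction. This share ranged from 51.6% to 65.5% when single libraries were left out. With total counts alone 1220 of the genes changed in the same direction were higher and 2391 lower. Their split by direction therefore depended on the scaling. Both comparisons used the same CT libraries. Over genes, which are not independent replicates, the log2 fold changes of the lines correlated at 0.673, and at a mean of 0.609 when the lines were set against different CT libraries. A stepwise course, with a change from CT to MC26 and a further change in the same direction from MC26 to M1B26, was found for 685 genes. The steps had opposite signs for 2175 genes, and 2026 of these lay nearer CT in M1B26 than in MC26. No reference was computed for the 2026, and a step back brings a gene nearer CT unless it far exceeds the first step. Both steps used the same MC26 libraries, with opposite sign, so spread among these libraries can add to the 2175. The number was 1371 without MC26 replicate 1 and 2567 without MC26 replicate 3. The stepwise count moved most when MC26 replicate 2 was left out, to 371.

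CD10 is the surface protein on which the ENI10 signature rests, and its gene MME (chromosome 3, 155024124 to 155183704) was measured in each line. MME stood at 7.0004 ± 1.18 CPM in CT, 13.6 ± 7.78 in MC26 and 46.5 ± 4.42 in M1B26 (SD, n = 3). The log2 fold change was 2.76 (SE 0.34, adjusted p 6.98e-05 by edgeR) in M1B26 against CT and 1.78 (SE 0.32, adjusted p 0.00145 by edgeR) against MC26. In MC26 against CT it was 0.98 (SE 0.33, adjusted p 0.0367 by edgeR), but the 3 MC26 libraries held 6.19, 12.8 and 21.7 CPM, and the lowest lay within the range of CT. That difference was 0.47 without MC26 replicate 3, and did not hold up under several alternatives.

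Receptors and targets of the added factors were read next. BMPR1B (chromosome 4, 94757955 to 95158448) had 12.6 ± 2.21 CPM in CT, 10.4 ± 0.821 in MC26 and 8.21 ± 0.236 in M1B26 (SD, n = 3). Its log2 fold change was -0.61 in M1B26 against CT (SE 0.12, adjusted p 0.00189 by edgeR), and -0.27 in MC26 (adjusted p 0.1002 by edgeR), which was not past the threshold. BMPR2 changed by -0.66 in M1B26 (adjusted p 4.72e-04 by edgeR) and by -0.02 in MC26 (adjusted p 0.916 by edgeR). BMPR1A and IL6ST changed in none of the comparisons. IL6R fell by 0.75 in MC26 and by 0.89 in M1B26 (SE 0.10 for each). IL6 itself dropped from 1.81 ± 0.220 CPM in CT to 0.0919 ± 0.0660 in MC26 and 0.106 ± 0.0324 in M1B26 (SD, n = 3). BMP2 was at -0.49 in M1B26 against CT (adjusted p 0.0372 by edgeR), but lost the threshold in 5 of 9 fits that each left out one library (adjusted p up to 0.154) and in 2 other settings. In M1B26 against MC26 BMP2 was at -0.47 (adjusted p 0.0519 by edgeR), not past the threshold. There it passed in 2 of the 9 fits (adjusted p down to 0.0334) and in 5 other settings (down to 0.0245).

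Among BMP target genes ID1 (chromosome 20, 31605283 to 31606515) rose from 97.3 ± 19.99 CPM in CT to 433 ± 44.8 in MC26 and 421 ± 14.4 in M1B26 (SD, n = 3). Its log2 fold changes against CT were 2.15 and 2.11. ID2 rose by 4.32 in MC26 and by 2.26 in M1B26, and ID3 by 2.93 and 2.05. SMAD6 rose by 3.32 in MC26 (SE 0.29, adjusted p 1.19e-05 by edgeR) but by 0.61 in M1B26 (SE 0.31, adjusted p 0.120 by edgeR). The rise of SMAD6 in M1B26 passed the threshold in 1 fit that left out a library (adjusted p 0.0497) and in 1 other setting (0.0139). SMAD7 rose by 1.505 in MC26 (SE 0.16, adjusted p 4.12e-05 by edgeR) and by 0.05 in M1B26 (SE 0.16, adjusted p 0.821 by edgeR). Between M1B26 and MC26 the log2 fold change was -2.70 for SMAD6, -1.46 for SMAD7, -2.06 for ID2, -0.88 for ID3 and -0.04 for ID1, the last not past the threshold, though with offsets for length and GC content it was -0.25 (adjusted p 0.0431 by edgeR). The IL6 target SOCS3 rose by 2.39 in MC26 and 2.44 in M1B26, and lies on chromosome 17, whose genes were shifted together in M1B26 (see the plot of chromosome medians).

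**Figure D2:**
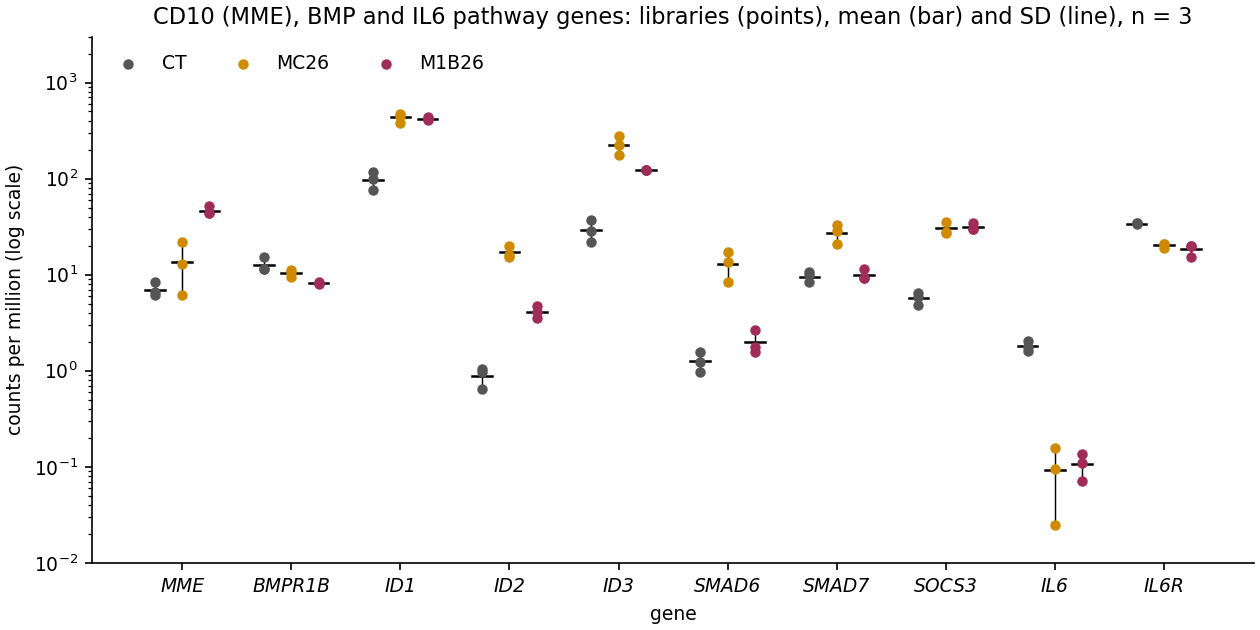
CPM on a log scale for MME and 9 genes of the BMP and IL6 pathways, with each library as a point, the group mean as a bar and the SD as a line (n = 3 per line). MME is highest in M1B26 at 46.5 CPM, and SMAD6 and SMAD7 are highest in MC26 at 13.0 and 27.4 CPM.

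Spindle checkpoint genes and MKI67 were read because they are part of, or close to, the ENI10 signature. TTK, BUB1 and AURKA were not past the threshold in any comparison. Other settings, or leaving out a library, put BUB1 past it in M1B26 against CT (adjusted p down to 0.0148) and against MC26 (down to 0.0294), and AURKA in M1B26 against MC26 (down to 0.0166) and against CT (down to 0.0348). BUB1B changed by -0.34 in M1B26 against CT (SE 0.09, adjusted p 0.0102 by edgeR). AURKB, which also lies on chromosome 17, rose by 0.56 in MC26 (SE 0.11, adjusted p 0.00260 by edgeR) and by 0.80 in M1B26 (SE 0.11, adjusted p 1.82e-04 by edgeR). MKI67 had 441 ± 37.9 CPM in CT, 506 ± 67.2 in MC26 and 246 ± 22.3 in M1B26 (SD, n = 3). It changed by 0.20 in MC26 (adjusted p 0.163 by edgeR) and by -0.84 in M1B26 (adjusted p 9.82e-05 by edgeR). In MC26 it passed the threshold in 1 fit that left out a library (adjusted p 0.0430) and in 1 other setting (0.0449).

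The ENI10 signature was scored to ask whether genes of CD10-positive cells followed the transformation. Mean ENI10 scores were 0.320 ± 0.00403 in CT, 0.315 ± 0.00226 in MC26 and 0.310 ± 0.00811 in M1B26 (SD, n = 3). The differences from CT were -0.00448 for MC26 (exact permutation p 0.2) and -0.00942 for M1B26 (exact permutation p 0.3). M1B26 and MC26 differed by -0.00494 (exact permutation p 0.4). With 3 libraries per line a p under 0.1 was out of reach. A mean z-score of the same genes gave 0.175 for MC26 against CT (exact permutation p 0.4), the opposite sign. The ENI10-GO score was 0.389 in CT, 0.394 in MC26 and 0.375 in M1B26. It was lower in M1B26 than in CT and than in MC26, each with an exact permutation p of 0.1, the smallest possible here.

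**Figure D3:**
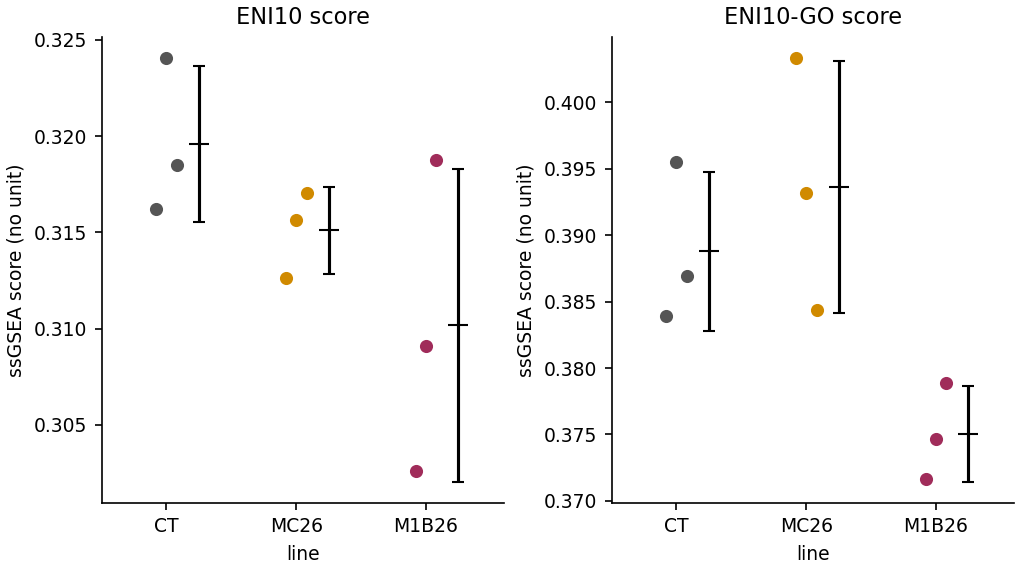
Single-sample GSEA scores of the ENI10 and ENI10-GO genes per library (points), with the mean and SD of each line (n = 3); the axes do not start at 0. ENI10 scores of the lines overlap, while ENI10-GO scores of M1B26 lie under those of CT and MC26.

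Of the 159 ENI10 genes 158 were tested. In MC26 against CT 76 changed over all genes tested (44 higher, 32 lower), or 79 when adjusted over the list alone. In M1B26 against CT 92 changed (36 higher, 56 lower), or 98 over the list alone. Between M1B26 and MC26 76 changed (20 higher, 56 lower), or 81 over the list alone. Their median log2 fold changes were 0.08, -0.15 and -0.18 in that order.

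Gene sets were compared by preranked GSEA, which gave 7, 7 and 9 sets of 11 past the threshold in the order of the comparisons above. With camera, which allows for correlation between genes, 0 of the 33 tests passed and 2 had an unadjusted p under 0.05, the lowest 0.00655. The set results therefore rest on treating genes as independent. The normalized enrichment score (NES) of ENI10 was -1.32 in MC26 against CT (adjusted p 0.0512), although 60.1% of its genes had a positive fold change. It was -1.49 in M1B26 against CT (adjusted p 0.00975) and -1.82 in M1B26 against MC26 (adjusted p 1.24e-04). ENI10-GO genes were higher in MC26 than in CT (NES 1.66, adjusted p 0.0127) and lower in M1B26 than in CT (NES -1.59, adjusted p 0.0146). The first lost the threshold in 2 fits that each left out one library (adjusted p up to 0.355) and the second in 1 (0.0814), and each in 2 other settings. Between M1B26 and MC26 the NES of ENI10-GO was -2.71 (adjusted p 7.82e-09), with 30 of 51 genes lower in M1B26. S phase genes were higher in MC26 than in CT (NES 2.58, adjusted p 2.33e-08) and lower in M1B26 than in MC26 (NES -2.14, adjusted p 7.33e-04). For S phase genes the rise lost the threshold in 1 other setting and the fall in 2, camera among them each time. G2/M genes were lower in M1B26 than in MC26 (NES -2.35, adjusted p 8.27e-06).

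NF-kB target genes were higher in MC26 (NES 2.05, adjusted p 5.57e-04) and in M1B26 (NES 2.16, adjusted p 4.59e-05) than in CT. The first lost the threshold in 2 other settings and the second in 1, camera among them each time. BMP/SMAD target genes were higher in MC26 (NES 2.22, adjusted p 8.96e-06) and in M1B26 (NES 1.65, adjusted p 0.0277) than in CT, and lower in M1B26 than in MC26 (NES -2.43, adjusted p 1.44e-07). The rise in M1B26 lost the threshold in 4 other settings, with an adjusted p of 0.0713 under the replicate block, and without M1B26 replicate 3 (0.0941). Interferon-stimulated genes had an NES of 1.59 in MC26 (adjusted p 0.0328) and 1.33 in M1B26 (adjusted p 0.0895). The first lost the threshold in 6 other settings, with 0.0725 under the replicate block, and without MC26 replicate 3 (0.105). IL6/STAT3 target genes were not past the threshold in any comparison, though in MC26 against CT (adjusted p 0.0895) they passed in 2 fits that each left out one library (down to 0.0447) and in 2 other settings (0.0313 with offsets for length and GC content). OXPHOS subunits were lower in MC26 than in CT (NES -1.58, adjusted p 0.00975) and higher in M1B26 than in CT (NES 2.20, adjusted p 1.07e-06). The fall in MC26 lost the threshold in 2 fits that each left out one library (adjusted p up to 0.196) and in 2 other settings. In M1B26 against CT their median log2 fold change was 0.27, and that of random genes of the same transcript length and expression was 0.18.

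**Figure D4:**
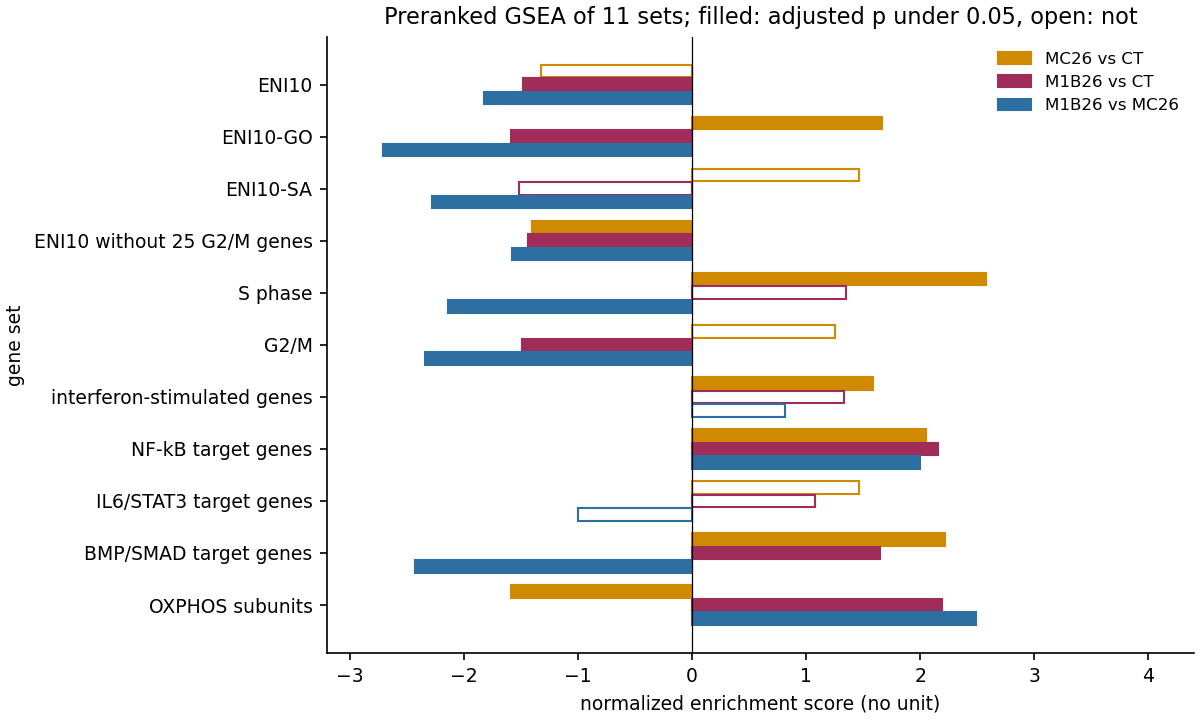
Normalized enrichment scores of 11 gene sets in the 3 comparisons, as filled bars where the adjusted p is under 0.05 and open bars where it is not. ENI10-GO, S phase, G2/M and BMP/SMAD target genes have negative scores in M1B26 against MC26, from -2.14 to -2.71, and OXPHOS subunits have a positive one of 2.49.

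Median changes were computed per chromosome because cloning and long culture can select karyotypes. In M1B26 the 851 tested genes of chromosome 17 had a median log2 fold change of 0.48 against CT and 0.48 against MC26. For each the matched random lists gave p 1e-04, the smallest they can give, and the adjusted p was 0.00138. In MC26 against CT the median of chromosome 17 was 0.00. The medians of the other chromosomes in M1B26 against CT lay between -0.10 (chromosome 13) and 0.09 (chromosome 19), though 6 of 23 chromosomes passed the threshold. Of chromosome 17 genes 546 were called higher and 57 lower in M1B26 than in CT. A positive fold change was seen for 82.4% of them, against 48.3% of other genes.

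**Figure D5:**
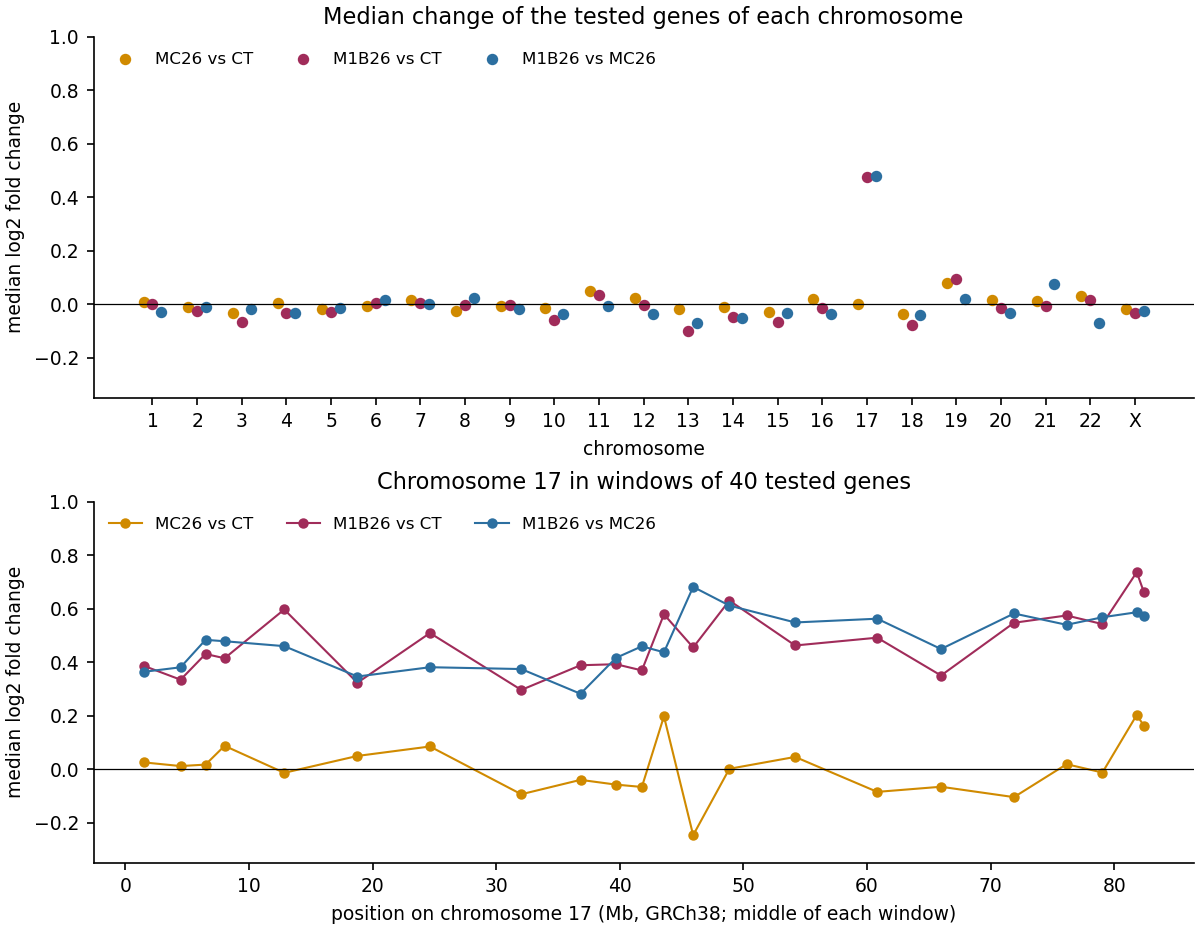
Median log2 fold change of the tested genes of each chromosome (above) and of 22 windows of 40 genes along chromosome 17 in GRCh38, the last of which overlaps the one before it (below), for the 3 comparisons. In M1B26 against CT the windows lie between 0.30 and 0.74, and in MC26 against CT between -0.25 and 0.20.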

Values the study reported

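The study reported a signature of 159 genes that were more abundant in CD10-positive than in CD10-negative MCF10A cells. By flow cytometry it reported CD10 on the surface of 51.6% of M1B26 cells, 18.5% of MC26 cells and 5.9% of CT cells.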

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

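The results in this part differed between the transformed lines by a direct test of M1B26 against MC26. This held for 9 of 20 tested genes and for 9 of 11 gene sets, all chosen before the data were examined. Genes named for their large changes were left out, since they were picked for that pattern, and groups of 3 libraries were too small to test single libraries. Tests chosen only after the result was seen were the count of BMP/SMAD target genes that fell and the counts of other splits of the libraries, except those for MME. Genes and sets that passed this test will mostly have libraries that do not overlap, so the numbers of libraries given below add no evidence.

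MME was higher in M1B26 than in MC26, with a log2 fold change of 1.78 (adjusted p 0.00145 by edgeR). The others were lower: BMPR1B by -0.34 (adjusted p 0.0483), BMPR2 by -0.65 (9.11e-04), ID2 by -2.06 (8.09e-06), ID3 by -0.88 (0.00291), SMAD6 by -2.70 (5.13e-05) and SMAD7 by -1.46 (6.92e-05). BUB1B differed by -0.40 (adjusted p 0.00574 by edgeR) and MKI67 by -1.04 (4.91e-05). For each of these 9 genes 3 of 3 M1B26 libraries lay beyond every MC26 library. Of the 10 splits of these 6 libraries 1, the real one, gave as many changed genes, as many genes changed at least 2-fold, as many ENI10 genes or as large a change of MME. It was also the only one among the 4 splits that part all 3 pairs of equal replicate numbers; the other 6 splits part 1 pair each. The other 9 splits gave 0 changed genes, with 105 to 726 at an unadjusted p under 0.05, against 7639 for the real split. Each of them mixes both lines in each group, so the line difference adds to the spread within groups. That alone can hold the number of changed genes at 0, so these counts add little. With 10 splits the share cannot go under 0.1. BMPR1B lost the threshold in 6 of 9 fits that each left out one library (adjusted p up to 0.121 by edgeR) and in 2 other settings, so its difference from MC26 is uncertain.

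BMP/SMAD target genes as a set were lower in M1B26 than in MC26 (NES -2.43, adjusted p 1.44e-07), with 3 of 3 M1B26 libraries below every MC26 library in mean log2 CPM. Of the 10 splits 1, the real one, gave an absolute NES as large. The fall did not rest on one gene, since 10 of 11 members had a negative fold change. The adjusted p of this set ran from 1.76e-08 to 0.686 over the alternatives, and only camera put it above the threshold. A reduced response of M1B26 cells to BMP2 is a candidate explanation, given lower BMPR2. Against a general loss, ID1 was not past the threshold, with a log2 fold change of -0.04, but with offsets for length and GC content it was -0.25 (adjusted p 0.0431 by edgeR). The time from the last addition of BMP2 to harvest is not given in the labels and could have the same effect.

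ENI10-GO genes (NES -2.71, adjusted p 7.82e-09), ENI10-SA genes (NES -2.28, adjusted p 5.39e-05), S phase genes (NES -2.14, adjusted p 7.33e-04) and G2/M genes (NES -2.35, adjusted p 8.27e-06) were lower in M1B26 than in MC26. Their mean log2 CPM was lower in 3 of 3 M1B26 libraries. An absolute NES as large was given by 5 of the 10 splits for ENI10-GO and 2 for ENI10-SA. It was given by 6 for S phase and 6 for G2/M genes, with the real split counted each time. These scores alone therefore do not set the lines apart, though every other split keeps part of the difference between the lines. The median of ENI10-GO lay -0.31 from that of random genes of the same GC content and expression, and -0.33 from that of genes of the same transcript length, in each case outside their range. Neither property accounts for the fall. A smaller share of dividing cells in the M1B26 cultures may explain it, as MKI67, itself an ENI10 gene, fell with them. The study described similar doubling times of the lines, with M1B26 growing slightly more slowly than CT and MC26. The fixed spindle checkpoint genes were mixed. BUB1B fell by -0.40, but TTK (-0.08), BUB1 (-0.22), AURKA (-0.27) and AURKB (0.24, on chromosome 17) were not past the threshold. Culture density at harvest is not known. All ENI10 genes gave an NES of -1.82 (adjusted p 1.24e-04), with 2 of 3 M1B26 libraries below every MC26 library, and 5 of the 10 splits gave one as large. Without the 25 G2/M genes the NES was -1.58 (adjusted p 0.00490; as large in 7 of the 10 splits), yet the mean log2 CPM of that list was higher in M1B26, in 1 of 3 libraries beyond every MC26 library, so the list gave no single direction.

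OXPHOS subunits were higher in M1B26 than in MC26 (NES 2.49, adjusted p 7.49e-11), in 3 of 3 libraries, but 5 of the 10 splits gave an absolute NES as large. The highest was 3.47. The tests against random genes were made on M1B26 against CT. There the median log2 fold change of the 76 subunits was 0.27, only 0.0909 above that of random genes of the same transcript length and expression, and inside the range of those lists (0.09 to 0.28). Against genes of the same GC content it was 0.25 above, outside their range. Short transcripts as a group were higher in M1B26: the shortest eighth of genes had a median of 0.23 against CT and the longest -0.20. With offsets for length and GC content, which were added after the data were examined, the set kept an NES of 1.58 against CT (adjusted p 0.00969; 4.91e-10 to 0.828 over all alternatives). Against MC26 the offsets left an NES of 2.28 (adjusted p 9.68e-08), little below the 2.49 without them. Transcript length may therefore explain part of the rise against CT, but the difference from MC26 was not accounted for by the offsets.

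NF-kB target genes were higher in M1B26 than in MC26 (NES 1.995, adjusted p 5.78e-04), in 3 of 3 libraries. With offsets for length and GC content the NES was 1.61 (adjusted p 0.0247), and 4 of the 10 splits gave one as large as without them. The number of sets past the threshold was matched by other splits. In M1B26 against MC26 4 of the 10 splits gave at least 9 sets, 2 of them among the 4 that part all pairs of equal numbers. In MC26 against CT 6 of 10 splits gave at least 7 sets, 4 of them among those 4, and in M1B26 against CT 6 of 10 gave at least 7, 3 of them among those 4. As other splits matched it, the number of sets past the threshold is not evidence of a difference between the lines. Every other split puts libraries of both lines, in unequal numbers, into each group, so it keeps part of any difference between the lines. The NES rests on ranks, so a smaller difference can give as large a score. The other splits are therefore not evidence against a difference either. Of the 9 sets above, BMP/SMAD target genes were the only one whose NES no other split reached.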

How the results depend on the processing

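Single results that stayed on the same side of the threshold are counted as unchanged, including those that were past it under neither choice and changed sign. Numbers of changed genes moved most with an adjusted p under 0.01, to 3698 for MC26 against CT and 3685 for M1B26 against MC26. Genes changed at least 2-fold numbered 980, 1051 and 726 (MC26 against CT, M1B26 against CT, M1B26 against MC26) when a mean of at least 50 counts was required, which tests fewer genes. Every other alternative run kept these counts, and those of changed ENI10 genes, within 1.5 times the reported ones. With the replicate block 5879, 7513 and 6009 genes changed, beside 6081, 7688 and 6215 without it. Equal replicate numbers correlated at a mean of 0.029, and at 0.086 between MC26 and M1B26 alone. The block moved these counts little, but single results near the threshold crossed it, such as MME in MC26 and the ENI10 set in MC26 against CT, both given below, and G2/M genes in M1B26 against CT (adjusted p 0.0444 to 0.0614). That G2/M result lost the threshold in 5 other settings, the block among them. It also did so in 4 of 9 fits that each left out one library (adjusted p up to 0.103). Scaling by total counts alone moved the median of all genes by at most -0.09.

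The rise of MME in MC26 depended on the processing. It was 0.96 with DESeq2 (adjusted p 0.0509), 0.97 in a fit of the 6 libraries compared (0.0765) and 0.89 with the replicate block (0.0516). It ran from 0.47 to 1.34 across the 9 fits that each left out one library, with adjusted p from 7.09e-04 to 0.154, and lost the threshold in 6 of them. The lowest came without MC26 replicate 3, the library with the most MME. In 3 of the 10 splits of these libraries the change of MME was as large as in the real split, and in 2 of the 4 that part all pairs of equal numbers. In M1B26 against CT 1 of 10 splits, the real one, gave as large a change, and MME kept its direction and its side of the threshold in every alternative run.

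The ENI10 set in MC26 against CT had an adjusted p of 0.0284 without the filter, 0.0191 in the fit of 6 libraries, 0.0262 with the block and 0.0414 with the block and the offsets, the last chosen after seeing the data. Leaving out single libraries gave 0.0173 to 0.149, and without MC26 replicate 1 the sign reversed (NES 1.45). The cause was not tested. In M1B26 against CT its adjusted p was 0.198 when genes were ranked by log2 fold change and 0.828 with camera, and in M1B26 against MC26 0.630 and 0.822. ENI10 without the G2/M genes also reversed: without MC26 replicate 1 at 0.0173 for MC26 against CT and 0.0898 for M1B26 against CT, with camera at 0.945 for MC26 against CT, and with ranks by log2 fold change at 0.630 for M1B26 against MC26. Leaving out single libraries gave this list an adjusted p of 0.0148 to 0.0834 in MC26 against CT, 0.00467 to 0.0898 in M1B26 against CT and 3.27e-04 to 0.132 in M1B26 against MC26. The cause of these reversals was not tested. Ranking by log2 fold change left 2 sets past the threshold in MC26 against CT and 2 in M1B26 against CT. Camera left 0, 0 and 0 in the 3 comparisons, with 1, 1 and 0 at an unadjusted p under 0.05; its lowest unadjusted p was 0.00655.

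The ENI10 score difference between MC26 and CT reversed to 0.175 as a mean z-score (exact permutation p 0.4). No setting of the score could pass a threshold of 0.05, so its other settings show no stability. Stepwise genes numbered 371 to 738 and genes with steps of opposite sign 1371 to 2567 across the 9 fits that each left out one library. The share of MC26 changes found in the same direction in M1B26 ran from 51.6% to 65.5% in those fits. The median of chromosome 17 in M1B26 kept its direction and its side of the threshold in every alternative run, from 0.38 to 0.49 against CT.

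Among 75 results for single genes other than MME, leaving out a library made 9 stronger and 11 weaker in 675 fits of a result, and other settings made 19 stronger and 4 weaker in 671; none reversed. Among 30 results for other gene sets, leaving out a library made 11 stronger, 15 weaker and 2 reversed in 270, and other settings made 11 stronger, 42 weaker and 2 reversed in 330. The correlation between the changes of the lines moved from 0.673 to 0.609 with different CT libraries. IL6 had totals of only 11 and 15 counts in MC26 and M1B26, and MTAP, CDKN2A and CDKN2B were not tested.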

Other observations

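Tests chosen only after the result was seen were, for chromosome 17, those by library, by chromosome end and by other splits, for ADD2 the transcript inside ATP6V1B1, for MC26 the depth, and the counts of splits of gene numbers.

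Genes of chromosome 17 were shifted together in M1B26, with a median log2 fold change of 0.48 against CT (3 of 3 libraries). Against random genes of the same GC content, length and expression the shift was 0.47, outside the range of the matched lists (-0.02 to 0.04). It was 0.42 over the 701 genes changed less than 2-fold; a median over this many genes could hardly be moved by a few, so that value tells nothing about them. For each library, log2 of CPM plus 1 was also taken relative to the mean of the CT libraries. On this scale, which differs from that of 0.48, the median of chromosome 17 minus that of the other chromosomes was computed. It was 0.401, 0.401 and 0.409 in the M1B26 libraries, with the lowest at 0.40. In MC26 it ran from -0.02 to 0.01. In CT, whose values must centre on their own mean, it ran from -0.07 to 0.04. Of the 10 splits of the 6 libraries 1, the real one, gave a chromosome median as large, against CT and against MC26 alike, and the others reached 0.18 at most. The 239 genes before 20 Mb had a median of 0.42 and the 561 genes after 30 Mb one of 0.50, a difference of -0.0774. In each of 22 windows of 40 genes the median was 0.30 or higher. An extra copy of the whole chromosome in most M1B26 cells may explain this, as 3 copies against 2 would give 0.58 if expression followed copy number. M1B26 was grown from soft-agar clones, in which such a change could be selected, and MC26 showed none; the labels do not say which clones the 3 libraries came from. No DNA was analysed here, and regulation over the whole chromosome could not be told apart from a copy. SOCS3 and AURKB lie on chromosome 17, but their rises in MC26, at 2.39 and 0.56, came without a shift of the chromosome.

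ADD2 had no count in M1B26. Of its 2 nearest tested neighbours 1 was at least 2-fold lower: TGFA before it rose by 0.95, while ATP6V1B1 after it had at most 1 count per M1B26 library and was at least 8.92-fold lower than in CT (0.576 CPM). ATP6V1B1 was also at 0 counts in MC26, where ADD2 was expressed at 37.03 CPM. A transcript inside ATP6V1B1, antisense to it (70941817 to 70948610), rose by 0.99 in M1B26. A deletion running on from ADD2 through that transcript is therefore unlikely. A shorter deletion, whether limited to ADD2 or ending before that transcript, remains possible without DNA data, as does silencing of ADD2. MAP1B in M1B26 had 0 of 2 neighbours lower by 2-fold (MCCC2 -0.19, MRPS27 0.17), and POGLUT3 in MC26 0 of 2 (ATM -0.24, EXPH5 -0.36). A deletion reaching the neighbouring genes does not explain either.

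MC26 replicates spread between replicate 1 and replicate 3, which differed at least 2-fold in 124 genes. Their depth was similar, at a ratio of 1.04. In replicate 3 83.1% of these genes lay nearer CT than in replicate 1, and 81.5% lay nearer M1B26. A share above 95% would have pointed to an admixture of CT or of M1B26 cells and one below 80% against it, so these shares decided neither way. POGLUT3, at 28.5 CPM in CT and 27.3 CPM in M1B26, had 0.870 CPM in replicate 1 and 1.11 CPM in replicate 3, which leaves little room for cells of either line. The cause of the spread is not known.

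The number of changed genes in MC26 against CT was reached by 1 of the 10 splits of the 6 libraries, the real one, and likewise in M1B26 against CT. The same held for genes changed at least 2-fold and for ENI10 genes. The other 9 splits gave 0 changed genes, with 72 to 1899 genes at an unadjusted p under 0.05 in the first comparison and 84 to 536 in the second. Each of them mixes both lines in each group, which adds the line difference to the spread within groups, so these counts add little. Other regroupings of the 9 libraries, given below, also mix lines within groups. The real split was again the only one among the 4 that part all pairs of equal numbers; the other 6 part 1 pair each. With 10 splits the share cannot go under 0.1. For genes changed in the same direction in both lines 1 of 100 regroupings of the 9 libraries, the real one, gave as many, and the largest other number was 2297, against 3575; 4 of the others gave any. For stepwise genes it was also 1 of 100, but the others gave 0 (0 to 381 at an unadjusted p under 0.05, against 1061), so that count shows little. For genes with steps of opposite sign another regrouping gave 1844, against 2175 for the real one, and a further one gave 372. That number therefore sets the real grouping less clearly apart. Spread among the shared CT libraries did not produce the agreement between the lines, since the correlation was still 0.609 with different CT libraries. A batch or state common to all CT libraries stays in both comparisons and was not excluded. Lines derived in parallel and kept in the same added factors may share a response to those factors, and drift that both share with long culture cannot be told apart from it.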
